A study of Mus musculus with 9 samples. Its data were reported in "Developmental conversion of thymocyte-attracting cells into self-antigen-displaying cells in embryonic thymus medulla epithelium" (2024).

How the data were processed

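The series holds 10x 3' single-cell libraries of mouse cells: Venus-positive and Venus-negative thymic epithelial cells (3 libraries each, numbered 1 to 3 in the labels), cells from the third pharyngeal region (2) and thymic stromal cells (1). The labels give no embryonic day per library, and none was inferred. The study names more than 1 day for its sorted TECs, so the libraries of a sort may differ in age. The labels do not say whether equal numbers mark the same animals, litter or day. The stromal cells were depleted of CD45+ cells, and their genotype is labelled floxed Irf6.

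The deposited values are UMI counts per gene and cell, made by the authors with Cell Ranger 6.1 on mm10 per the submitters' processing notes, and restricted to barcodes called as cells. Everything else was computed here from those counts. Gene coordinates come from GENCODE vM21 on mm10. The Ccl21 genes are near-identical copies, so reads of Ccl21a could be shared with them or lost, and its level is uncertain. The files list 32286 features, 1 of them the Venus reporter, but those of the stromal library list 32285.

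Cells with at least 500 genes and at most 10% mitochondrial counts were kept; the stricter alternative asked for 1500 genes and 5%. Barcodes numbered 9100, 6869 and 6120 in Venus-positive, 7010, 8850 and 6613 in Venus-negative, 8310 and 6790 in pharyngeal and 7210 in stromal libraries. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Venus-sorted, pharyngeal and stromal cells were clustered apart (Leiden), and clusters were named from marker lists fixed before the data were examined, as were the gates, comparisons, tests and gene lists. A name ends in -like because markers alone gave it. The threshold for the early TEC (Foxn1)-like name was set after the data were seen, so that class is not compared by itself. It makes up most embryonic TEC clusters, so total TEC shares and each result within TEC clusters depend on that threshold. Scrublet marked under 0.5% of cells as doublets in 7 of 9 libraries, where loading predicts 4.13% to 6.96%, so it had not worked there. Cells with the highest scores were removed instead, as many as loading predicts, as an alternative.

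Gated cells carried at least 1 UMI of Epcam and of Foxn1. Shares were counted after thinning each cell to 5000 UMIs, with 95% Clopper-Pearson intervals and a floor of 3 counts for shares of 0. Shares were compared with an exact permutation test of libraries, and co-detection with an exact sign-flip test of log odds ratios (0.5 added to each cell of the table). For differential expression UMIs were summed per library over gated cells, where a sum needs at least 10 cells. Gated cells numbered 6479, 4571 and 2763 with Venus, 3466, 4861 and 2616 without, 267 and 33 in the pharyngeal and 977 in the stromal libraries. Sums were tested with edgeR (TMM, filterByExpr, quasi-likelihood F test) and Benjamini-Hochberg adjustment at 0.05. Genes that define a gate or class, and the reporter, were left out of tests. Gene lists of at least 4 tested genes were tested with camera of limma at its preset inter-gene correlation and at an estimated one, adjusted over lists. A second adjustment over the members of a list alone is given as such.

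The comparison planned within the pharyngeal libraries, Ccl21a+Foxn1+ against Ccl21a+Gcm2+ cells, could not be fitted with a library block because a sum had too few cells, so the comparison without the Ccl21a gate, listed beforehand as its substitute, was used. For the stromal library no test was made: CPM ratios used a pseudocount of 5, and list medians were placed among 10000 random lists matched in 20 expression bins. Fold changes against a side with 0 counts are bounds at 3 counts over the group, and those with 1 to 3 counts carry a counting interval.

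Venus libraries of the same number deviated together from their group means: the correlations were 0.770, 0.629 and 0.792 for numbers 1 to 3, against -0.681 to 0.160 for other pairs. The pairing is thus read from the data, not from the labels, and the fit with the replicate number as a block is given beside the planned fit where it changes calls.

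Genes are named by a rule: Psmb11 and the genes of the 3 lists of the study; the 8 largest called changes per direction at a mean of at least 20 CPM that go the same way in each pair or library; up to 4 members of each gene list with the smallest p; and where fewer than 5 pass, the 5 with the smallest p. For the stromal library these were the 10 largest ratios per direction at 100 CPM or more outside the embryonic range, and 4 members per list. Hba-x, Cryba2 and other genes with 3 counts or fewer on a side came from the same rule.

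Each test was run on simulated counts with 200 changed genes. At 1.5, 2 and 4-fold it recovered 1.49%, 8.96% and 92.4% in the Venus sort (15539 genes) and 98.5%, 100% and 100% with the replicate block (15576 genes). It recovered 1.49%, 13.4% and 83.3% for the pharyngeal comparison (16033 genes), 0%, 22.4% and 86.4% for Foxn1+ against Gcm2+ cells (5872 genes), and 95.5%, 100% and 100% for Ccl21a+ against Tnfrsf11a+ cells (10033 genes). These shares hold for the simulated counts and may overstate what was recovered among real genes. A gene that was not called may thus still have changed by 1.5-fold or more. In Ccl21a+ against Tnfrsf11a+ cells, Krt14 was not called although its estimated change, given below, was larger than that. Alternatives covered the cell filter, thinning, gates, cluster resolution, doublets, scaling, the low-count filter, DESeq2, blocks and leaving out each library.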

Results

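Single-cell 3' RNA counts were examined for 9 libraries of mouse cells: 3 of thymic epithelial cells (TECs) sorted for Venus, 3 of TECs sorted against it, 2 of cells from the third pharyngeal region and 1 of CD45-depleted thymic stromal cells. Venus reports the locus of Psmb11 (ENSMUSG00000072423, chr14:54621433-54629556), which encodes the thymoproteasome subunit of cortical TECs. The labels give Venus at both alleles in 8 libraries and floxed Irf6 in the stromal one. The reporter was counted at 2025, 2614 and 3944 counts per 1e6 UMIs (CPM) in Venus-positive libraries 1 to 3 and at 2.61, 6.02 and 51.9 in Venus-negative libraries 1 to 3. It was counted at 12.1 and 0.833 CPM in pharyngeal libraries 1 and 2. The stromal files list 32285 features against 32286 in the others and hold no reporter counts. A true absence there cannot be told from a reporter that was not listed. Cells that passed numbered 8696, 5721 and 5160 in the Venus-positive libraries, at medians of 12356.5, 13905 and 11815 UMIs. They numbered 6344, 7538 and 5918 in the Venus-negative libraries, at 17016, 12917 and 10343.5 UMIs, 6699 and 6178 in the pharyngeal ones, at 8449 and 10390.5, and 6092 in the stromal one, at 14129.

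The libraries held different cells beside TECs, so classes were named from marker genes before any comparison. Parathyroid-like cells, marked by the hormone gene Pth and by Gcm2, and thyroid-like cells, marked by the thyroglobulin gene Tg, were found mostly where Venus was absent. Parathyroid-like cells made up 3.99% (95% interval 3.52-4.50), 1.71% (1.43-2.03) and 0.304% (0.180-0.480) of Venus-negative libraries 1 to 3. There were none in Venus-positive libraries 1 and 2, 2 cells (0.0388%) in library 3, and 0.597% (0.427-0.812) and 0.405% (0.262-0.597) in the pharyngeal libraries. Thyroid-like cells made up 12.0%, 3.65% and 0.237% of the Venus-negative and 0.126%, 0.122% and 0% of the Venus-positive libraries. Mesenchyme-like cells, marked by collagen genes and Pdgfra, made up 9.47%, 5.86% and 3.60% of the Venus-negative, 0.517%, 1.17% and 0.271% of the Venus-positive, 21.2% and 19.8% of the pharyngeal and 1.76% of the stromal libraries. Endothelium-like cells made up 1.01%, 0.252% and 2.40% of the Venus-negative, 0.0460%, 0.105% and 0.291% of the Venus-positive, 4.51% and 2.82% of the pharyngeal and 3.73% of the stromal libraries. Clusters of all TEC types made up 97.4%, 94.4% and 89.8% of the Venus-positive, 63.4%, 79.8% and 83.6% of the Venus-negative, 9.51% and 1.72% of the pharyngeal and 30.8% of the stromal cells. In the embryonic libraries most of these were early TEC (Foxn1)-like, a class whose threshold was set after the data were seen. Replicate number 3 alone held many cortical TEC-like cells, 42.7% with and 34.7% without Venus, along with thymocyte-like cells at 5.50% and 5.46%. Whether its embryonic day differed from that of the other numbers cannot be told, since the labels give none. The stromal library held Aire-expressing mTEC-like cells (13.6%, 12.8-14.5), keratinocyte-type (3.56%), tuft (2.35%) and microfold-type (1.02%) mTEC-like cells beside thymocyte-like cells (19.1%). Clusters without a name held 1.70%, 3.53% and 3.55% of the Venus-positive, 7.99%, 6.69% and 2.48% of the Venus-negative, 31.5% and 36.7% of the pharyngeal and 30.1% of the stromal cells.

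**Figure D1:**
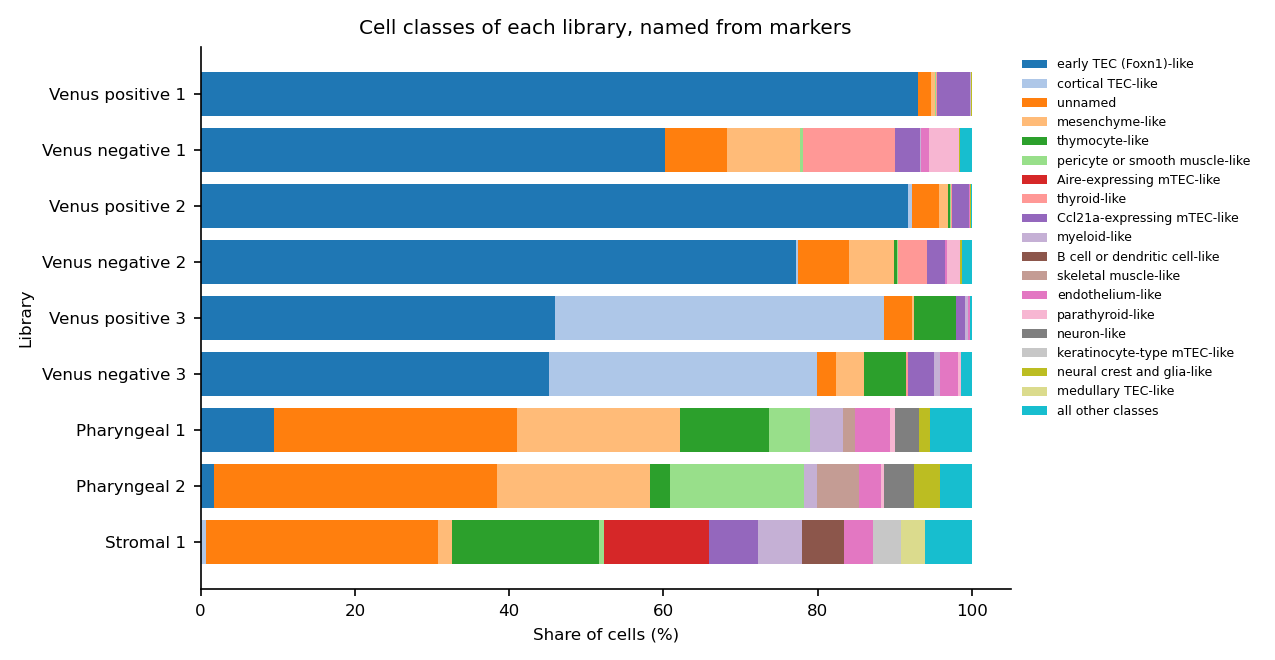
Share of cells in each class, named from marker genes, in each of the 9 libraries. Classes with few cells are drawn together.

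How common Ccl21a transcripts were among Foxn1-expressing epithelial cells of each group was examined next. Ccl21a (ENSMUSG00000094686, chr4:42772860-42773993) encodes the chemokine that draws CCR7-bearing thymocytes into the medulla, and Foxn1 (ENSMUSG00000002057, chr11:78357577-78386558) encodes the transcription factor of the TEC lineage. Among Epcam+Foxn1+ cells, Ccl21a was a rare transcript in every embryonic sort and a common one in the stromal library. Counts were thinned to 5000 UMIs per cell, and cells below that depth were left out. The share with a Ccl21a UMI was 3.55% (3.11-4.03), 1.86% (1.48-2.29) and 2.19% (1.68-2.82) in Venus-positive libraries 1 to 3. In Venus-negative libraries 1 to 3 it was 5.13% (4.42-5.92), 3.10% (2.63-3.63) and 3.56% (2.87-4.35). It was 2.43% (0.897-5.21) and 16.7% (5.64-34.7) in the pharyngeal libraries, from 6 of 247 and 5 of 30 cells, and 39.3% (36.2-42.5) in the stromal library, from 372 of 947. Unthinned shares were 5.28%, 3.06% and 2.97% with Venus, 10.6%, 4.71% and 4.78% without, 14.6% and 27.3% in the pharyngeal and 60.2% in the stromal library. Mesenchyme-like cells served as background: thinned, they carried Ccl21a in 2.94%, 1.54% (1 cell each) and 0% (0 of 10 cells, floor 30%) with Venus and 0.879%, 0.983% and 0.559% without, and in 1.26% and 0.603% of pharyngeal and 10.0% of stromal cells. The 1 cell of Venus-positive library 1 held 27 Ccl21a UMIs unthinned and also passed the Epcam+Foxn1+ gate. Background with Venus thus rests on very few cells. Median depths of gated and mesenchyme-like cells were 12868 and 7875.5, 14555 and 9345, and 12611 and 7571.5 UMIs with Venus, and 19041 and 12274, 13873 and 9332, and 11300.5 and 7323 without. They were 19147 and 11787, and 15081 and 9225 in the pharyngeal libraries and 18884 and 13094 in the stromal one. Intervals and floors here and elsewhere cover counting error only, not differences between animals.

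**Figure D2:**
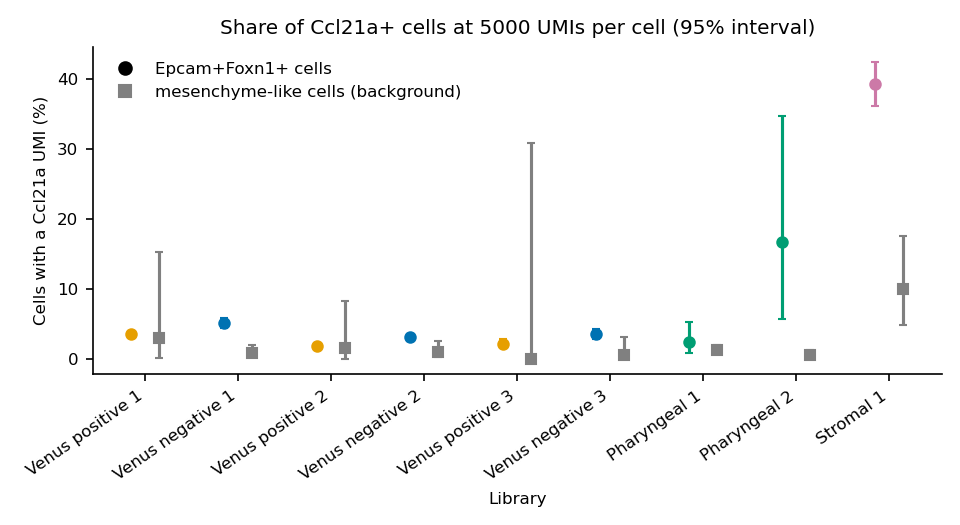
Share of Epcam+Foxn1+ cells with a Ccl21a UMI after thinning to 5000 UMIs per cell, beside mesenchyme-like cells of the same library. Bars are 95% Clopper-Pearson intervals.

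Ccl21a was not confined to medullary TECs. Parathyroid-like cells were the embryonic class in which it was most often counted, and few of them carried Foxn1 (10.3%, 8.53% and 5.56% in Venus-negative libraries 1 to 3, and 0% in the pharyngeal ones). Endothelium-like cells of the pharyngeal libraries carried it at 464 and 170 CPM. Unthinned, Ccl21a was found in 99.2%, 98.4% and 66.7% of parathyroid-like cells of the Venus-negative libraries and in 82.5% and 100% of those of the pharyngeal libraries. The levels there were 4236, 3468 and 5481, then 3838 and 7563 CPM. In Ccl21a-expressing mTEC-like cells the shares were 53.9%, 54.3% and 54.4% with Venus, 60.3%, 50.0% and 54.5% without, and 98.4% in the stromal library. The levels were 710, 534 and 2476 CPM with Venus, 843, 621 and 2104 without, and 9818 in the stromal library. That class made up 4.39%, 2.22% and 1.10% of Venus-positive, 3.22%, 2.39% and 3.41% of Venus-negative and 6.35% (5.75-6.99) of stromal cells. Endothelium-like pharyngeal cells carried Ccl21a in 11.9% (8.49-16.1) and 11.5% (7.16-17.2), at medians of 6329.5 and 20628.5 UMIs, against 4.51% and 1.47% of mesenchyme-like cells at 11327.5 and 9030. The share did not set that class apart, since it was 15.6% in pharyngeal endoderm-like and 13.8% in mesothelium-like cells of library 1 and 9.58% in skeletal muscle-like cells of library 2, where the levels were 17.3, 8.01 and 6.84 CPM. In the stromal library Ccl21a was also found in 75.8% of medullary TEC-like, 46.4% of Aire-expressing, 41.0% of keratinocyte-type and 40.9% of cortical TEC-like cells. There it was found in 11.2% of thymocyte-like, 25.4% of myeloid-like and 18.7% of mesenchyme-like cells too. Epcam+Foxn1− cells with both Ccl21a and the parathyroid regulator Gcm2 numbered 193, 103 and 9 in Venus-negative libraries 1 to 3 (3.04%, 1.37% and 0.152% of cells). They numbered 0, 0 and 1 in the Venus-positive libraries, 11 and 16 in the pharyngeal ones and 1 in the stromal one.

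Whether Venus-negative TECs held more Ccl21a+ cells than Venus-positive TECs was tested on the library shares. The thinned share was 2.53 ± 0.895% with Venus and 3.93 ± 1.07% without (mean ± SD, n = 3 libraries each), a ratio of 1.55, and was higher without Venus in each of the 3 replicate numbers. The exact permutation test gave p = 0.2, where the smallest possible value was 0.1, so no difference was called. With numbers paired in a replicate block the exact p was 0.25, the smallest possible there. With cells of at least 1500 genes and at most 5% mitochondrial counts the ratio was 1.02 (4.26% and 4.35%), and in that setting 453 gated cells were left in Venus-positive library 2. With all Epcam+ cells, parathyroid-like ones included, the ratio was 2.22 (2.43% and 5.41%; exact p = 0.1). Among other genes of medullary cells, Aire and Tnfrsf11a were rarer than Ccl21a and the keratin genes more common. Aire, whose product drives tissue-restricted genes in mTECs, was found in 0.0981% of gated cells with Venus and 0.298% without. Tnfrsf11a, which encodes RANK, was found in 1.22% and 1.48% (exact p = 0.1 for both genes), and Dclk1 in 0.841% and 0.730% (exact p = 0.6). Dclk1 marks tuft cells among TECs, but mesenchyme-like cells carried it in 11.4% with Venus and 10.4% without. The basal keratin genes Krt5 and Krt14 were found in 13.7% and 7.44% with Venus and in 16.5% and 8.70% without.

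Whether Ccl21a and Tnfrsf11a fell in the same cells was asked within each embryonic sort. Cells with Ccl21a carried transcripts of RANK more often than other cells of the same library did. Most of them still had no Tnfrsf11a UMI. Unthinned, 55, 21 and 6 of 342, 140 and 82 gated cells with Ccl21a held both genes in Venus-positive libraries 1 to 3. In Venus-negative ones 54, 22 and 17 of 368, 229 and 125 did. By reporter signal, the study found CCL21- and RANK-expressing embryonic TECs to be largely separate. After thinning, 58 Epcam+Foxn1+ cells of the 6 Venus-sorted libraries held both Ccl21a and Tnfrsf11a UMIs against 10.6 expected if the genes were independent. The log2 odds ratio was 2.62 on average (SD 0.697, range 1.84 to 3.77) and above 0 in 6 of 6 libraries (exact p = 0.031, the smallest possible). Within quartiles of UMIs per cell the mean was 2.14. For Aire 17 cells held both against 1.59 expected over the 6 libraries: 2, 1 and 0 in Venus-positive and 6, 4 and 4 in Venus-negative libraries 1 to 3. With so few cells the odds ratio per library rests on the 0.5 added to each count, so none is given. For Dclk1 25 cells held both against 6.32 expected: 12, 1 and 0 in Venus-positive and 8, 3 and 1 in Venus-negative libraries 1 to 3. With any 1 library left out the exact p for Tnfrsf11a was 0.0625, the smallest possible for 5 libraries. These tests take the libraries as independent, and with the 3 replicate numbers as units no p below 0.25 is possible. Removing the highest doublet scores took out 0 of the 58 cells with both Ccl21a and Tnfrsf11a, so doublets were not tested.

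Which genes differed between TECs with and without Venus was then tested on summed counts of Epcam+Foxn1+ cells. In the Venus-positive sums, some genes of cortical TEC function and of interferon response lay higher, and genes of parathyroid cells, tight junctions and mesenchyme lower. The planned test, 3 libraries against 3 without pairing, called none of these genes. Of 15717 genes, 0 were called by edgeR quasi-likelihood (444 at unadjusted p below 0.05), while DESeq2 called 112, all lower with Venus, and edgeR 7 lower ones without Venus-negative library 3. The 5 smallest p values belonged to Tg (log2 fold change -5.89, adjusted p = 0.39), the thyroid and kidney cadherin gene Cdh16 (-5.02), the metallothionein gene Mt1 (-2.87), Tmem213 (-5.42) and the tetraspanin gene Tspan1 (-3.67), all lower with Venus. When replicate numbers were treated as pairs (replicate block), edgeR called 225 genes higher and 600 lower with Venus. All fold changes and calls of the next paragraphs come from that block, a setting that the planned test did not use. In brackets a log2 fold change stands first and its adjusted p, where given, after it. With the numbers left out one at a time the block called 135 and 490 genes (number 1), 8 and 148 (number 2) and 449 and 980 (number 3). It called 174 and 379 within TEC clusters, 34 and 194 with the stricter cell filter, 146 and 347 without the cells of highest doublet score, and 194 and 353 with DESeq2.

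Among genes higher with Venus (replicate block) were several that cortical TECs use to select thymocytes. Prss16, the thymus-specific serine protease gene, rose by 0.39 log2 units (adjusted p = 0.025), Dll4, which encodes the Notch ligand that commits progenitors to the T lineage, by 0.35 (0.034), and Cd83, which steadies surface MHC class II, by 0.42 (0.0081; edgeR quasi-likelihood, Benjamini-Hochberg here and below). The MHC class II activator gene Ciita rose by 0.36 (0.035), the peptide transporter gene Tap1 by 0.33 (0.043) and Tapbp by 0.35. Of the interferon-response genes Rsad2 (0.73), Ifit3 (0.57), Ifit1 (0.51, 0.0034) and Stat1 (0.37, 0.019) rose. The histone gene Hist1h2ap (1.35, 0.0040), the glutathione transferase gene Gstp1 (1.04, 0.020), the chromatin gene Hmga1 (0.76, 0.033), the noncoding Carmn (0.70, 0.00034), Umodl1 (0.64, 0.0017) and the glycolytic Eno1 (0.54, 0.018) rose too. Psmb11 itself (0.32, 0.22), at a locus that carries Venus on both alleles, and Pax1 (0.24, 0.12), Cxcl12 (0.22, 0.13), Trp63 (0.00, 0.98) and the chemokine scavenger gene Ackr4 (-0.08, 0.65) were not called. Within TEC clusters Tap1 (0.29, 0.052) was no longer called. Genes named as called with the block moved the same way in 3 of 3 replicate numbers, save the leukocyte gene Lyz2 (2 of 3). For the largest changes the naming rule asked for the same direction.

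Among genes lower with Venus (replicate block) were markers of neighbouring glands and claudin genes of simple epithelium. Pth fell by 8.49 (adjusted p = 0.00048), the neuroendocrine Chga by 6.92 and Gata3, a parathyroid and pouch regulator, by 1.44 (0.011). Of 12 pouch transcription factor genes 4 fell, Foxa2 (-3.41), Sox2 (-3.29) and Tbx1 (-2.19) beside Gata3, and 8 were not called (1 up and 4 down over the list alone; camera adjusted p = 0.00861, and adjusted p = 0.586 with an estimated correlation). Tight-junction claudins carried some of the largest changes, with Cldn3 (-3.52, 0.00086), Cldn7 (-2.31, 5.2e-07), Cldn4 (-1.35, 0.0029) and Cldn6 (-1.33). Genes tied to mTECs and to progenitors fell: Fezf2 (-3.91), which drives tissue-restricted genes, Aire (-2.17), Ccl21a (-1.23, 0.0039), Krtdap (-1.25, 0.0028), Krt19 (-1.20, 0.00056), Plet1 (-0.85, 0.020) and Krt5 (-0.71, 0.0049). So did the signalling genes Fgfr1 (-1.04, 0.032), Wnt5a (-0.87), Id2 (-0.80), Id1 (-0.59), Notch1 (-0.54, 0.013) and Hes1 (-0.43, 0.0049) and the early-response gene Atf3 (-2.19). Krt14 (-0.52, 0.078) and Ly6a (-0.61, 0.088) were not called. Genes of other cells fell alongside: the matrix genes Lum (-3.26), Col3a1 (-2.60) and Dcn (-2.04), the globin gene Hba-a1 (-6.46) and the leukocyte genes Cd52 (-2.41) and Lyz2 (-1.88). Hba-x, an embryonic globin gene, had 0 counts with Venus and 3934 without, at least 1486-fold lower. With the block and TEC clusters alone, Pth (-5.17), Chga (-4.06), Cldn3 (-3.25), Krt5 (-0.78) and Ccl21a (-0.96, 0.012) kept the call. There Fgfr1 (-0.18, 0.75) and Wnt5a (-0.55, 0.058) lost it, Krt14 (-0.58, 0.028) gained it, and Foxa2 and Sox2 were not tested.

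**Figure D3:**
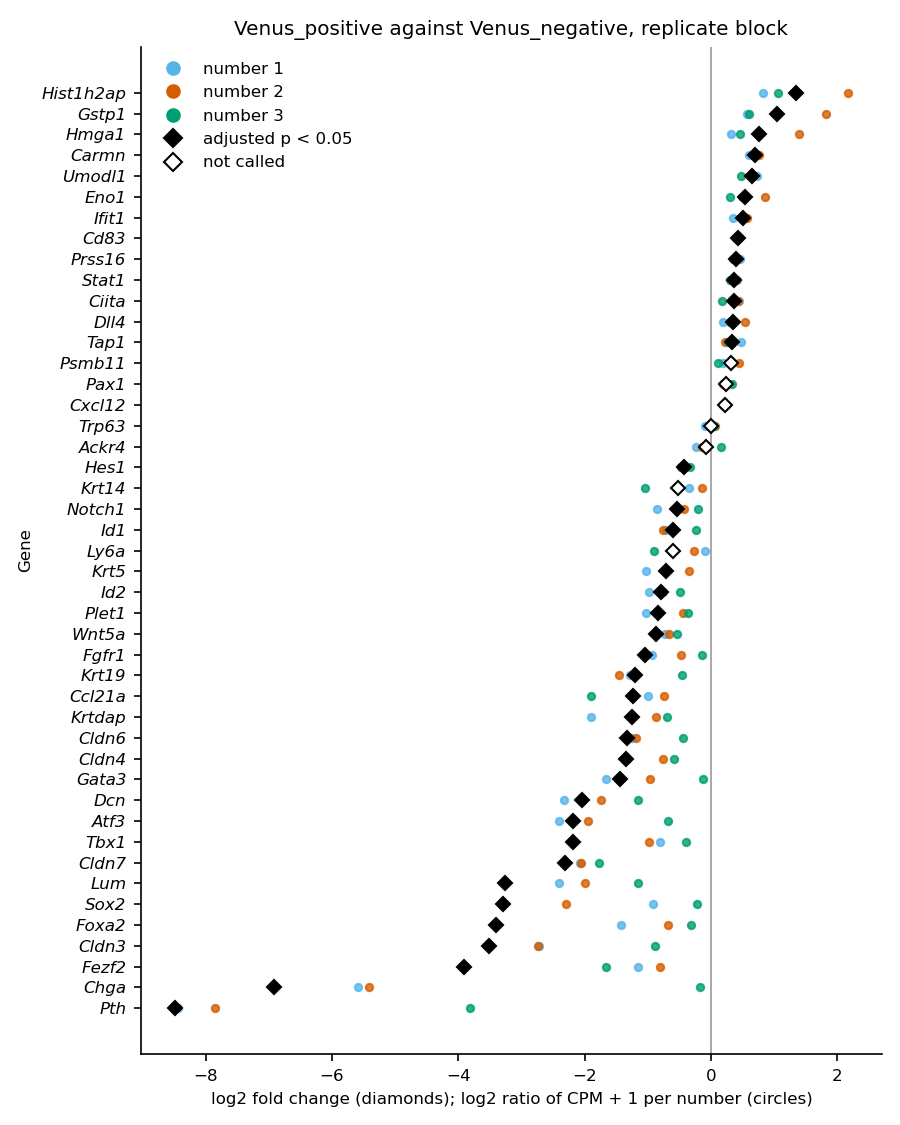
Log2 fold changes of named genes, Venus-positive against Venus-negative, with the replicate block (diamonds) and per replicate number (circles). Filled diamonds mark adjusted p below 0.05.

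As lists (replicate block), cortical TEC function had 3 genes up (Prss16, Dll4 and Cd83), 1 down (the tendon factor gene Scx, -0.75) and 10 not called, and over the list alone 6 up and 1 down. The gene-set test camera, whose p values are given adjusted throughout, called it up with a preset correlation (adjusted p = 0.00055), but adjusted p = 0.368 with an estimated correlation. Without the block camera gave 0.0478 and 0.545 for it. Interferon response had 4 up, 0 down and 8 not called (7 up over the list alone; 6.18e-06, and 0.393 with an estimated correlation). The block made that call, as the unblocked test gave 0.128. MHC class II had 1 up (Ciita) and 6 not called (6 up over the list alone; 0.00021, and 0.487 with an estimated correlation, but 0.107 unblocked). MHC class I and immunoproteasome genes had 2 up (Tap1 and Tapbp) and 10 not called, with 3 up and 1 down over the list alone (0.0381, and 0.656 with an estimated correlation, but 0.218 unblocked). Wnt and BMP genes had 5 down (Id2, Wnt5a, Id1, Id3 at -0.42 and Dkk3 at -1.81) and 13 not called, with 5 down over the list alone (0.0013, and 0.393 with an estimated correlation, but 0.128 unblocked). Chemokine genes were called unblocked (0.0398, and 0.533 with an estimated correlation) but not with the block (0.154), which had 2 of 7 genes down (Ccl21a and Cxcl14, -1.04). Claudins and simple-epithelium genes had 0 up, 7 down and 5 not called (2 up and 9 down over the list alone; 4.56e-23, and 0.299 with an estimated correlation; 0.0362 unblocked with an estimated correlation). Medullary TEC and RANK pathway genes had 6 down (Fezf2 and Aire among them), 1 up (Nfkb2, 0.36) and 11 not called (3 up and 10 down over the list alone; 1.18e-06, and 0.393 with an estimated correlation). Parathyroid genes had 5 down, Ccl21a and Sema3d (-1.98) among them, and 2 not called (5 down over the list alone; 4.35e-07, and 0.315 with an estimated correlation, but 0.0362 unblocked). FGF-response genes had 3 down, Spry4 (-0.68) and Dusp6 (-0.46) beside Fgfr1, and 6 not called, with 5 down over the list alone (0.000742, and 0.442 with an estimated correlation). Notch pathway genes had 1 up (Dll4), 4 down (Notch1, Hes1, Notch3 at -0.71 and Jag1 at -0.60) and 7 not called, and 3 up and 5 down over the list alone (camera 0.173).

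The progenitor-associated, cTEC-trait and mTEC-trait lists hold genes that the study took up from earlier work or for bulk RNA-seq of sorted TECs, samples that are not part of this series. With the replicate block the progenitor-associated list had 4 of 7 genes down (Cldn3, Cldn4, Krt19 and Plet1), 0 up and 3 not called, and over the list alone 1 up and 5 down (camera 9.07e-07, and 0.299 with an estimated correlation, but 0.0362 unblocked). The cTEC-trait list had 1 up and 3 not called (3 up over the list alone; 0.0171, and 0.393 with an estimated correlation, but 0.128 unblocked). Dissociation-stress genes had 1 up (Hspa1a, 0.43), 2 down (Atf3 and Fos, -0.51) and 9 not called, with 1 up and 3 down over the list alone (camera 0.0346, and 0.523 with an estimated correlation, but 0.128 unblocked). The mTEC-trait list had Krt5 down and Krt14 not called, and both down over the list alone. S-phase and G2/M genes had 0 of 16 called each. Other-cell lists moved with the sort: 9 of 10 mesenchyme genes, 5 of 5 erythroid genes and 2 of 6 haematopoietic genes fell, and 0 of 7 endothelial genes were called. Camera gave 1.64e-32, 4.46e-39 and 0.0242 for the first 3 of these lists with the block, and 0.299, 0.299 and 0.584 with an estimated correlation. Unblocked it gave 0.128 for the haematopoietic list and, with an estimated correlation, 0.0362 for the erythroid one. Within TEC clusters with the block, 4 of 9 mesenchyme genes, 5 erythroid genes and 7 claudin-list genes were still lower.

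What set Foxn1-expressing cells of the pharyngeal region apart from sorted embryonic TECs was asked on the same gate. The pharyngeal sums were higher for mesenchyme genes, for part of the growth-factor signalling genes and for some claudin genes, and lower for antigen-presentation genes and for part of the cortical program. edgeR quasi-likelihood called 1173 genes higher and 839 lower of 16332, from 267 and 33 pharyngeal cells. That fit took the Venus libraries as independent, although those of equal number deviated together. Counts depended on the setting: 86 and 47 after thinning and 438 and 371 against Venus-negative libraries alone. In 3 settings 1 pharyngeal library was left, so that the spread came from the Venus libraries alone: 126 and 40 without pharyngeal library 1, 537 and 203 without library 2, and 73 and 19 with the stricter cell filter, which left 7 cells in library 2, too few for a sum. Without Venus-positive library 2 or Venus-negative library 2 there were 767 and 481, and 759 and 503. DESeq2 called 1455 and 1330, and edgeR without a low-count filter 1207 and 1309. Pharyngeal cells are not sorted, and the study took them at an earlier embryonic age than the sorted TECs. Age, tissue, sort and collection thus differ together here.

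Genes lower in pharyngeal Foxn1+ cells included those of MHC class II, which mature TECs show to CD4 thymocytes. The invariant chain gene Cd74 fell by 5.46 log2 units (adjusted p = 0.014; edgeR quasi-likelihood, Benjamini-Hochberg), H2-Aa by 4.96 and H2-Eb1 by 4.85, and all 7 genes of the list fell (camera 3.98e-12, and 0.284 with an estimated correlation). Of MHC class I and immunoproteasome genes Psmb9 (-4.56), Tap1 (-3.20) and Psmb10 (-3.16) fell, with 7 down, 5 not called and 9 down over the list alone (1.53e-08, and 0.386 with an estimated correlation). Cortical genes fell in part: Enpep (-4.30), Ctsl (-2.43), a cathepsin gene for MHC class II peptides, Prss16 (-2.21), Dll4 (-2.19), Ly75 (-1.80) and Ccl25 (-1.24), 7 down and 7 not called (1 up and 10 down over the list alone; 1.92e-06, and 0.32 with an estimated correlation). The scavenger gene Ackr4 (-4.94), Krt14 (-3.19) and Krt8 (-1.41) fell as well. Of the medullary and RANK list Ascl1 (-3.97), Cd40 (-3.72), Relb (-3.06), Nfkb2 (-2.44), Tnfrsf11a (-2.03) and Ltbr (-1.10) were among 7 down, beside 1 up and 11 not called (2 up and 8 down over the list alone; 0.00137, and 0.386 with an estimated correlation). Interferon genes Ifitm3 (-2.52), Stat1 (-2.07) and Irf1 (-1.83) fell, with 9 not called (0.000107, and 0.502 with an estimated correlation). Gper1 had 1 pharyngeal count, 195-fold lower (counting interval 34.9-7693). Not called were Psmb11 (0.20, 0.72), Ccl21a (-0.18, 0.89), Pax1 (-0.42), Trp63 (-0.74), Krt19 (-0.28), Cd83 (-1.50, 0.051) and Cxcl12 (-1.64, 0.068). Psmb11, also a member of the cortical and cTEC-trait lists, could not show its usual level, since its locus carries Venus on both alleles here. Ly6a had 2 pharyngeal counts (11.1-fold lower, counting interval 3.06-91.5) and was not called either.

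Genes higher in pharyngeal Foxn1+ cells included morphogen and receptor genes. Mesenchyme genes rose too, as given below, and whether these transcripts came from the epithelium was not tested. Fgfr1 rose by 3.92 (adjusted p = 0.0023, edgeR quasi-likelihood), Wnt5a by 2.54 (0.0045), Bmp4, which patterns the thymus primordium, by 2.07, Bmp2 by 1.83, and the BMP targets Id2 and Id1 by 2.79 and 2.01. Gata3 (2.89, 0.0073) and Six4 (0.84) rose among pouch transcription factors, with 11 not called and 5 up over the list alone (camera 0.0129, and 0.502 with an estimated correlation). The Wnt and BMP list had 7 up, 2 down (Wnt4, -0.89, and Kremen2, -1.79) and 9 not called, and 10 up and 2 down over the list alone (0.000911, and 0.284 with an estimated correlation). Dusp6 (1.58) and Etv5 (1.61) joined Fgfr1 among FGF-response genes, 3 up and 6 not called (0.00438, and 0.374 with an estimated correlation). Notch1 (0.96) and Hes1 (1.53) rose while Dll4 and Hes6 (-1.67) fell. Of claudins and simple-epithelium genes Cldn6 (3.17), Cldn7 (2.99) and Cldn4 (2.04, 0.045) were among 4 up, the keratin genes Krt8 and Krt18 (-1.58) fell, and 7 were not called (5 up and 2 down over the list alone; 0.174). Plet1 rose (2.12, 0.019), while Cldn3 (2.29, 0.062) and Krt5 (0.98, 0.12) were not called. Sox11 (4.51, 0.0072), Igfbp5 (5.07, 0.0033), Cd24a (2.55), Hk2 (2.35) and Cxcl14 (2.08) rose too. Genes of other cells rose with them: Pdgfra (5.20, 0.0026), Col1a1 (4.07, 0.025) and the other 8 mesenchyme genes, 6 of 8 erythroid genes (Hba-x, 8.61, 0.020), and Tyrobp (5.73) and Fcer1g (3.47) among 12 haematopoietic genes. Of 8 endothelial genes 0 were called.

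Part of these genes kept the call with less depth. After thinning, Cd74, H2-Aa, H2-Eb1, Psmb9, Psmb10, Prss16, Relb, Nfkb2, Cldn7, Dusp6, Hes1, Igfbp5, Sox11, Hk2, Pdgfra and Hba-x were still called. Each gene named as called went the same way in 12 of 12 pairs of a pharyngeal with a Venus library, with a few exceptions. These were Cldn4 and Fcer1g (11 of 12) and Etv5 (6 of 12). For the largest changes the naming rule asked for the same direction, and the pairs reuse the same pharyngeal libraries.

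How Foxn1-expressing TECs differed from Gcm2-expressing parathyroid cells was asked within the pharyngeal libraries. The planned comparison, Ccl21a+ cells alone, left fewer than 10 cells in a sum, so Epcam+ cells with Foxn1 (264 and 33) were set against Epcam+ cells with Gcm2 (13 and 17), with library as a block. edgeR quasi-likelihood called 144 genes higher and 185 lower with Foxn1 of 6312 (DESeq2 49 and 97; 236 and 245 without a low-count filter). Ccl25, the chemokine gene for CCR9-bearing progenitors, was higher by 5.74, Il7, a cytokine gene for thymocyte growth, by 5.25, Krt8 by 3.28, Foxg1 by 2.77 (adjusted p = 0.0097), Isl1 by 2.70, Cxcl12 by 2.66 and Pax1 by 2.21. Genes with 3 counts or fewer in Gcm2+ cells are given as ratios: Prss16 123-fold (counting interval 34.0-1016), Wnt4 58.8-fold (16.3-486) and Trp63 15.02-fold (5.12-73.0) higher. Those with 0 counts there are given as bounds: Krt5 at least 32.3-fold, Crip3 22.6, Slc46a2 19.6, Diras2 12.2, Cd74 11.1, Umodl1 8.63, Cd83 8.17, Krt17 6.498 and H2-Aa at least 3.94-fold higher. Of cortical genes 9 were up and 1 down (Scx, -2.18), at a median of 4.65 (3.16 with bounds; camera 1.7e-21, and 0.885 with an estimated correlation).

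On the side of Gcm2, Pth differed by -11.36 (adjusted p = 7.9e-07, edgeR quasi-likelihood), Chga by -10.11, the bone sialoprotein gene Ibsp by -8.72, Pla2g7 by -7.48, Mafb, a parathyroid regulator, by -5.63, the calcium sensor gene Casr by -4.99, Wnt5b by -3.98, Gata3 by -3.91 and Cldn3 by -2.14 (0.027). Cryba2 was at least 499-fold, Gja3 and Rhcg each at least 116-fold lower with Foxn1, and Esrrg, with 2 counts, 249.7-fold lower (counting interval 63.9-2148). All 6 parathyroid genes were lower, at a median of -5.31 (camera 6.23e-52, and 0.721 with an estimated correlation). Pouch transcription factors had 4 up and 1 down with 3 not called. Of MHC class II genes 3 of 3 were up. Of Notch genes 1 of 8 was up (0.0197, and 0.885 with an estimated correlation). Of 15 S-phase and 16 G2/M genes 0 were called. Cldn4 (-2.02, 0.095) and Plet1 (-0.92, 0.63) were not called. Blood-cell genes went with Gcm2: Hbb-bs (-4.44, 0.012) and 1 more of 6 erythroid genes, Coro1a (-2.39, 0.0038) and Trbc2 (-2.00; 1 of 2 libraries; the other genes named went the same way in both), while 0 of 5 mesenchyme genes were called. For the largest changes the naming rule asked for the same direction in each library. Without the library block 99 and 140 genes were called.

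How embryonic TECs that express Ccl21a differed from those that express RANK was asked within each of the 6 Venus-sorted libraries. In this comparison Ccl21a+ cells carried Ccl21a and no Tnfrsf11a UMI, and Tnfrsf11a+ cells the reverse. Cells with both genes were left out. The sums held 76 to 314 Ccl21a+ and 64 to 168 Tnfrsf11a+ cells. Among single genes, Ccl21a+ cells were higher for Dcn, Tnc and Sparc, which encode matrix proteins, and for B2m, and lower for some genes of DNA replication. Dcn is also a marker of mesenchyme. Ccl21a+ cells were shallower than Tnfrsf11a+ cells in 6 of 6 libraries: medians were 12777, 15223 and 11278 against 14076, 16442 and 13527 UMIs in Venus-positive libraries 1 to 3, and 19176.5, 13423 and 10805 against 20997, 16079 and 13334 in Venus-negative ones. edgeR quasi-likelihood with library as a block called 88 genes higher and 118 lower of 10155, with the 6 libraries taken as independent although those of equal number deviated together. Counts were 40 and 37 without Venus-negative library 2, 49 and 43 without Venus-positive library 2, 57 and 45 without Venus-positive library 1, and 152 and 163 without Venus-negative library 1. They were 37 and 30 with the stricter filter, 72 and 57 after thinning, 187 and 258 with all Epcam+ cells, 26 and 138 with DESeq2, 338 and 360 without a low-count filter, and 0 and 0 without the library block (244 at unadjusted p below 0.05). DESeq2 gave an adjusted p to 991 genes alone, so its counts are not out of the same 10155. An interaction with Venus was called for 0 of 10155 genes (edgeR quasi-likelihood; 472 at unadjusted p below 0.05).

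Genes higher in Ccl21a+ than in Tnfrsf11a+ cells included the cornified-envelope gene Sprr2a3 (3.97; adjusted p = 3.8e-06, edgeR quasi-likelihood), the proteoglycan gene Dcn (1.48, 0.00018), the nonclassical class I gene H2-Q7 (1.252), Scx (1.19, 0.035), Tpm2 (1.03), Mfap2 (0.98), Mafb (0.91, 0.017), Tnc (0.74) and Sparc (0.67). The interferon-induced Ifi27l2a rose by 0.63 (0.0018), B2m, the class I light chain gene, by 0.52 (0.027), Jun by 0.40 (0.049) and Il7 by 0.29 (0.040). Genes lower in Ccl21a+ cells included the amino-acid oxidase gene Il4i1 (-2.12), Isg20 (-0.85), Gstm1 (-0.81), the water channel gene Aqp5 (-0.78), Cyba (-0.70), the ribonucleotide reductase gene Rrm2 (-0.59, 0.0045), the replication clamp gene Pcna (-0.30), Mcm6 (-0.29), Top2a (-0.28), Slbp (-0.23, 0.036), Krt8 (-0.22) and mt-Nd1 (-0.12). Not called were Krt14 (0.94, 0.099), Krt5 (-0.12), Pax1 (0.05), Psmb11 (-0.39), Cxcl12 (-0.13), Cd83 (-0.18), Ackr4 (0.20), Trp63 (0.04), Plet1 (-0.75), Cldn3 (0.63), Cldn4 (-0.41) and Krt19 (0.19). The Psmb11 locus carries Venus on both alleles in these libraries, so its value cannot tell whether the gene differed between the classes. Genes named as called moved the same way in 6 of 6 libraries, with some exceptions. These were Pth and Ifi27l2a (4 of 6) and Il7, Mafb, B2m, Pcna, Top2a, Krt8 and Hbb-bs (5 of 6). For the largest changes the naming rule asked for the same direction. Genes of other cells rose too: Pth by 7.27 (3.1e-12) and Hbb-bs by 4.005 (0.00040). The Ccl21a+ cells of Venus-negative libraries 1 to 3 held 25, 11 and 1 parathyroid-like cells, and in number 3 cortical TEC-like cells were 47 of 76 and 41 of 108 Ccl21a+ and 51 of 86 and 30 of 64 Tnfrsf11a+ cells with and without Venus. Within TEC clusters Pth, Pcna, Mcm6 and Slbp were not called and Krt14 (0.99) was. After thinning, which left 29 to 66 Tnfrsf11a+ cells in a sum, Rrm2 (-0.26, 0.69), Pcna (-0.35, 0.25), Mcm6 (-0.57, 0.055), Slbp (-0.38, 0.16) and Top2a (-0.15, 0.60) were not called, while Tnc (1.06) and Sparc (1.02) were. Pth was not called there either, Krt14 (1.79) was, and the lost calls do not tell depth from fewer cells. With at least 2 UMIs of the class gene, which left 12 to 19 Tnfrsf11a+ cells in each of 5 libraries and 4, too few for a sum, in Venus-positive library 3, Slbp stood at 0.21 and Dcn at 0.14 (0.89). That setting called 66 and 118 of 5619 genes, of which 25 and 24 were main calls. In numbers 1 and 2, early TEC (Foxn1)-like gated cells with Ccl21a, with or without Tnfrsf11a, had library medians of 1 or 2 Ccl21a UMIs. Whether free RNA placed such cells in a class was not tested.

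As lists in this comparison of Ccl21a+ with Tnfrsf11a+ cells, S-phase genes had 0 up, 4 down (Rrm2, Pcna, Mcm6 and Slbp) and 12 not called, with 10 down over the list alone (camera 1.56e-11, and 0.322 with an estimated correlation). G2/M genes had 1 down (Top2a) and 15 not called (2.08e-05, and 0.568 with an estimated correlation). MHC class II had 0 of 7 called but 6 up over the list alone (0.000487, and 0.568 with an estimated correlation). MHC class I had 1 up (B2m) and 10 not called (4 up over the list alone; 0.0212, and 0.704 with an estimated correlation). Interferon response had 1 up (Ifi27l2a) and 6 not called (5 up over the list alone; 0.00313, and 0.568 with an estimated correlation). Dissociation-stress genes had 1 up (Jun) and 11 not called (6 up over the list alone; 0.0212, and 0.568 with an estimated correlation). Basal adhesion and extracellular matrix genes had 0 of 11 called and 1 up over the list alone (0.0364, and 0.568 with an estimated correlation), and of 3 mesenchyme genes 1 was up (Dcn). Cortical genes had 2 up, Scx and Il7, and 12 not called. In the medullary and RANK list, without Tnfrsf11a and Ccl21a, 0 of 12 genes were called, and in the progenitor-associated list 0 of 6.

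**Figure D4:**
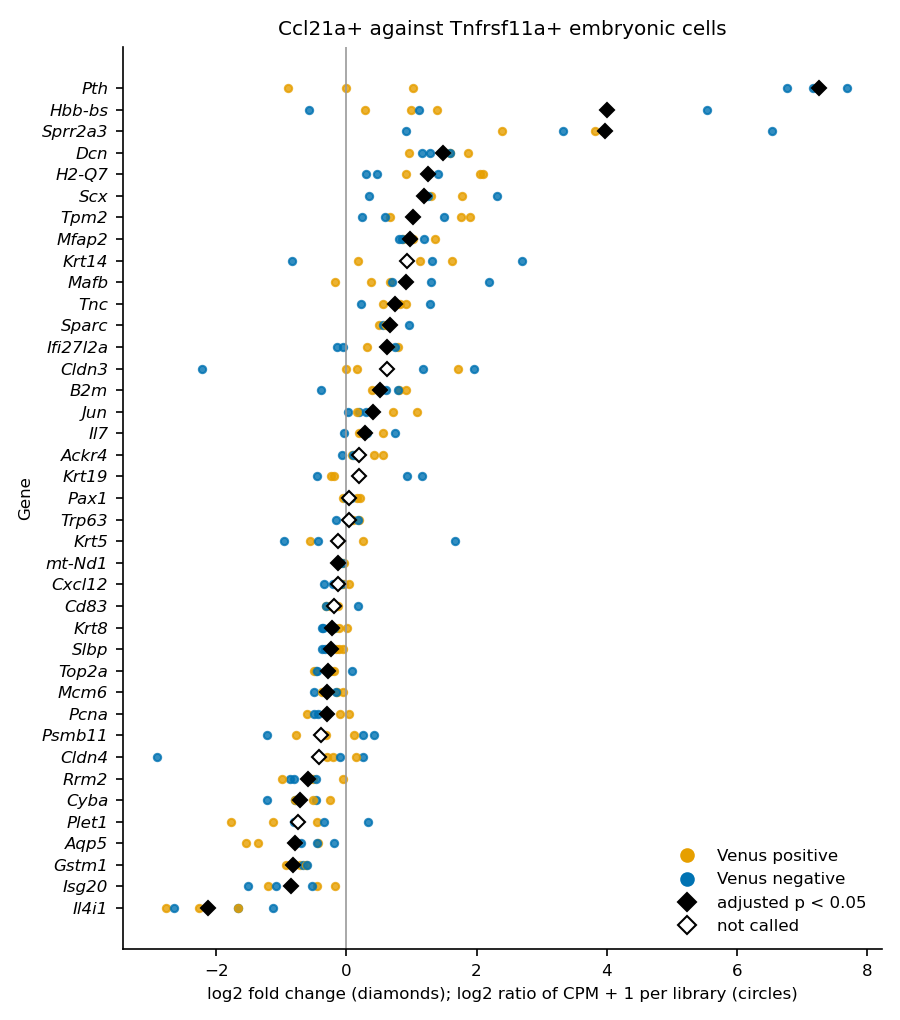
Log2 fold changes of named genes in Ccl21a+ against Tnfrsf11a+ Epcam+Foxn1+ cells, with library as a block (diamonds) and per library (circles). Filled diamonds mark adjusted p below 0.05.

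How Ccl21a+ TECs of the stromal library compared with embryonic ones was described without a test, since that group was a single library of another genotype. Its labels give no age, and the study describes its stromal cells as postnatal but from Venus animals, so which animals it came from is in doubt. Age, genotype and collection may all differ. CPM values were set against the mean and range of the 6 Venus-sorted libraries. Of 15730 genes, 6913 lay above and 3469 below that range. If all libraries were independent, 14.3% would lie on each side by chance. Venus libraries of equal number deviated together, so the chance share could be higher, and the counts are not read as an excess. Stromal Ccl21a+ cells stood above the range for genes of mature mTECs. Fezf2 stood at 420 CPM against an embryonic mean of 11.4 (37.0-fold) and Aire at 387 against 12.8 (30.2-fold). The RANKL decoy gene Tnfrsf11b stood at 91.1 against 0.999 and the epidermal protease inhibitor gene Spink5 at 354 against 0.690. Sprr1a (289 against 10.9), Flg (105 against 0.0673), Muc1 (105 against 0.496) and Ly6a (316 against 20.2) stood above it too. Antigen-presentation genes were higher: Cd74 (14194 against 3044), H2-Aa (5168 against 1054), B2m (3712 against 403), Psmb8 (349 against 26.9) and the protease gene Ctss (193 against 6.33). So were Ccl19, the other CCR7 ligand gene (386 against 24.3), Usp18 (134 against 11.5) and the claudin genes Cldn3 (98.6 against 9.57), Cldn4 (75.3 against 4.49) and Cldn7 (267 against 23.3). S100a9 (512), Ccl20 (121), Rptn (144), Apoc2 (125), Klk1b26 (147), Elane (147), Lypd8 (145) and Tff1 (125) had 0 embryonic counts, while Lyz1 (123) and Hamp (106) each had an embryonic mean of 0.0207. Psmb11 stood at 128 (122-134) against 3.96, where the embryonic libraries carry Venus in place of it on both alleles.

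Below the embryonic range stood Pax1, a pouch factor, at 61.2 against 871, though of 13 pouch transcription factor genes 5 were below and 8 within it (median -0.48, percentile 0.355). Below it too were Fgfr2, the KGF receptor gene, at 14.0 against 99.8, Il7 at 77.3 against 381, Prss16 at 437 against 1579, Cxcl12 at 112 against 391 and Dll4 at 12.0 against 55.7. Krt5 (392 against 790), Ptn (26.5 against 515), Stmn2 (33.3 against 585), Kcnn3 (21.2 against 323), Opcml (10.2 against 143), Nt5dc2 (12.6 against 172), Fzd2 (11.1 against 146), Hey1 (11.5 against 124), Sptssb (3.95 against 108) and Hic1 (4.10 against 112) stood below it as well. Ccl21a, by which the cells were chosen (1412 against 798), Krt14 (288 against 159) and Pth (43.6 against 1493) stood within it. The embryonic Ccl21a and Pth values include parathyroid-like cells of the Venus-negative gates. In Ccl21a-expressing mTEC-like cells Ccl21a stood at 9818 CPM in the stromal library and at 534 to 2476 in the embryonic ones. Ccl21a is itself a marker by which that class was named. List medians were placed among 10000 random lists of matched expression. Medullary TEC and RANK genes (17 above, 2 below and 1 within the range) had a median log2 ratio of 2.43 (percentile 100) and keratinocyte genes one of 3.12 (percentile 100). MHC class I had 1.90 (100), MHC class II 1.62 (99.8) and tuft-cell genes 1.66 (99.98). Cortical genes had -1.19 (0.01; 1 above and 8 below), Notch genes -0.995 (0), FGF-response genes -0.55 (0.14), S-phase genes -0.90 (0.01) and G2/M genes -1.27 (0; 12 below and 4 within). Thymocyte (3.43) and other haematopoietic (3.27) genes stood as high as any, both at percentile 100: Trbc2 415 against 8.06, Cd52 1116 against 11.2, S100a8 703 against 1.88 and Lyz2 558 against 4.24. Erythroid genes had 1.32 (99.02), mesenchyme genes 1.005 (99.21; 7 of 10 above) and endothelial genes 0.91 (95.03), while hypoxia and glycolysis genes had -0.60 (1.89), dissociation-stress genes -0.70 (0.8) and mitochondrially encoded genes -0.67 (4.05).

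The stromal contrast depended on which TECs were summed, since 262 of 588 stromal Ccl21a+ gated cells were Aire-expressing mTEC-like and 94 Ccl21a-expressing mTEC-like. A setting added after the values were seen took the Ccl21a-expressing mTEC-like clusters of both sides, without the Epcam and Foxn1 gate. Foxn1 was found in 25.3% of the stromal cells there and, by library, in 22.8% to 81.9% of the embryonic ones. The Venus-sorted libraries had that class only at the main cluster resolution and cell filter. In these clusters MHC class I (1.72), interferon (2.26) and chemokine (1.40) genes stayed high. Tuft-cell genes stood at 1.04 (percentile 99.71), MHC class II at 0.47 (90.67) and medullary TEC and RANK genes at 0.45 (94.21). Of 33 named genes 25 moved by more than their spread, 5 turned and 3 did neither, and of 28 lists 11, 6 and 11. Cortical (-2.00), S-phase (-0.94) and G2/M (-1.15) genes stayed low there. Aire (-1.39), Ccl20 (-0.15) and Klk1b26 (-0.10) turned lower and Krt5 (0.12) and Fgfr2 (0.31) higher. Among lists, keratinocyte (-0.24), claudin (-0.85) and progenitor-associated (-0.40) genes turned low and Notch (0.22), FGF-response (0.32) and parathyroid (0.27) genes turned high.

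**Figure D5:**
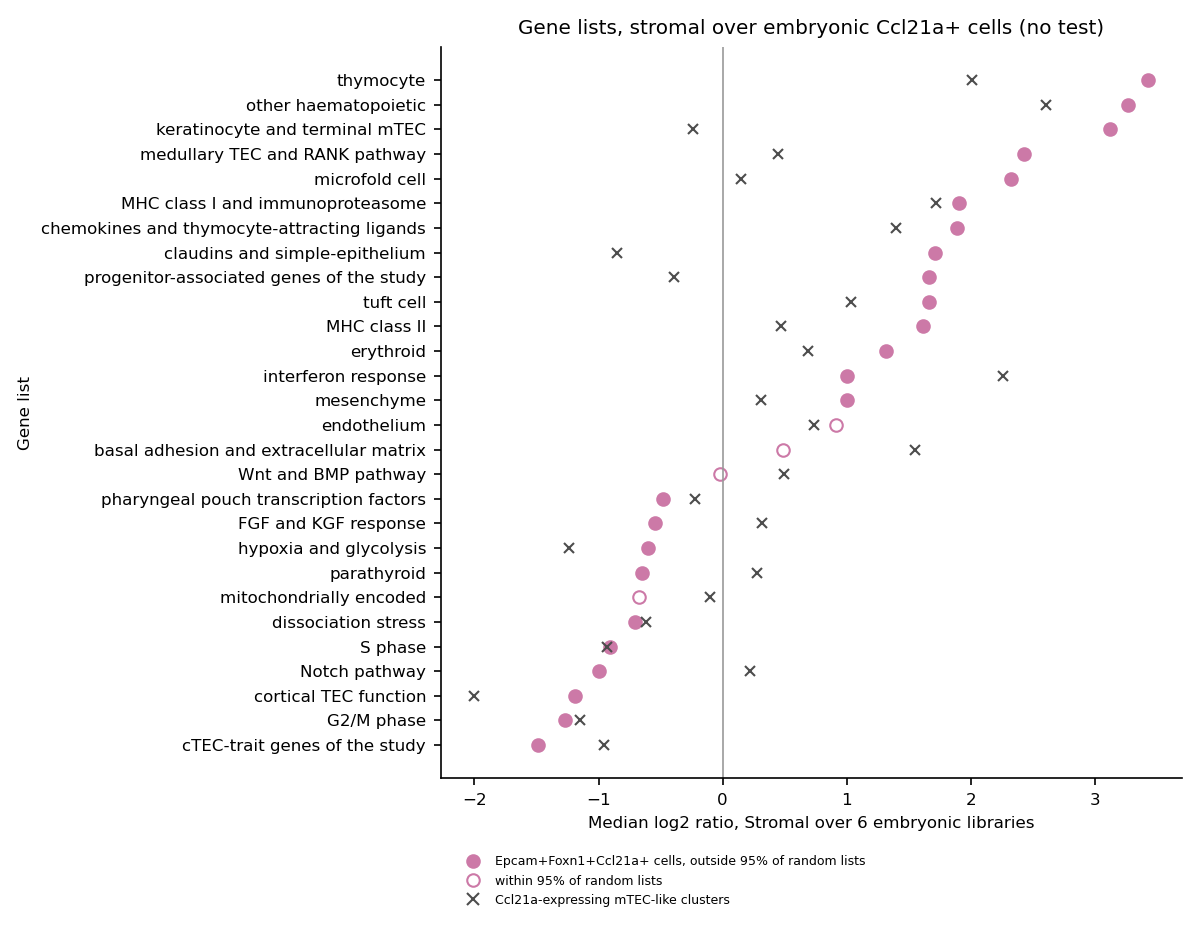
Median log2 ratio of gene lists, stromal against 6 embryonic libraries, in Epcam+Foxn1+Ccl21a+ cells (circles) and in Ccl21a-expressing mTEC-like clusters (crosses). Filled circles lie outside 95% of random lists.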

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

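The counts below were looked at only after the tested comparisons had been seen, and no test of them was made. Cells with Epcam, Ccl21a and Gcm2 but without Foxn1 made up 3.04% (2.63-3.49) of Venus-negative library 1 and 1.37% (1.12-1.65) of Venus-negative library 2, against 0, 0 and 1 cell in the Venus-positive libraries, and no tested comparison used these sorted cells. Endothelium-like cells of the pharyngeal libraries carried Ccl21a in 11.9% (8.49-16.1) and 11.5% (7.16-17.2), and Ccl21a was counted there at 464 and 170 CPM, while shares of 15.6% and 13.8% in pharyngeal endoderm-like and mesothelium-like cells of library 1 went with 17.3 and 8.01 CPM. The Venus transcript was counted at 12.1 CPM in pharyngeal library 1 and at 0.833 CPM in pharyngeal library 2. The stromal library gives no usable value, since its shorter feature list may lack the reporter.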

How the results depend on the processing

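Settings with cells of TEC clusters alone, with the highest doublet scores removed, with both libraries of a replicate number left out, with at least 5 UMIs, with Ccl21a-expressing mTEC-like clusters, and those that join the replicate block with another change were added after the data had been seen. Of 3323 comparisons of 288 results with another setting, 2698 left the result as it was, 397 weakened it, 70 strengthened it, 145 moved a value by more than its spread and 13 turned it around. A gene to which DESeq2 gave no adjusted p counted as not called. Of the genes named as called, 15 of 39 in the Venus sort with the block, 1 of 38 in the pharyngeal comparison (settings with 1 pharyngeal library included), 14 of 29 for Foxn1+ against Gcm2+ cells and 0 of 27 for Ccl21a+ against Tnfrsf11a+ cells were called in every setting run. The 0 of 27 was fixed by the setting without the library block, which called 0 genes, so it says nothing about single genes. Depth limits the pharyngeal sums (7170942 and 686832 UMIs with Foxn1, and 256066 and 249172 with Gcm2, against 32075499 to 90642935 in the Venus libraries), and with 3 libraries a side the exact test of shares has no p below 0.1. Pharyngeal Ccl21a+ classes could not be fitted with a library block, since a sum had under 10 cells, and without the block 1 Foxn1+ sum was left there. For Foxn1+ against Gcm2+ cells, leaving out a library leaves no residual degree of freedom, the stricter filter leaves too few cells, and removing doublet calls removed no cell, so those settings say nothing about it.

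In the Venus sort without a block edgeR called 0 genes, and DESeq2 112 lower with Venus. Without both number 3 libraries 3 were lower, and with single libraries left out 0 to 7. The replicate block gave 225 genes higher and 600 lower with Venus. With the block camera also called the interferon, MHC class II, MHC class I, Wnt and BMP, cTEC-trait, dissociation-stress and haematopoietic lists and no longer the chemokine list. With an estimated correlation it no longer called the progenitor-associated, parathyroid, claudin and erythroid lists. The block changed no other call. Within the block, counts higher with Venus were 34 with the stricter filter, 146 without the highest doublet scores, and 135, 8 and 449 without number 1, 2 and 3. Counts lower with Venus were 379 within TEC clusters, 194 with the stricter filter, 347 without the highest doublet scores, 353 with DESeq2, and 148 and 980 without number 2 and number 3. Of the blocked calls, 163 higher and 324 lower genes were also called within TEC clusters, and 34 and 190 with the stricter filter, with 0 called in the opposite direction. The cause of these differences was not tested. Results within TEC clusters depend on the early TEC (Foxn1)-like name, whose threshold was set after the data were seen.

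Pharyngeal against Venus-sorted cells gave 73 genes higher and 19 lower with the stricter filter, which left 1 pharyngeal library of enough cells, 86 and 47 after thinning, and 438 and 371 against Venus-negative libraries alone. Lower genes numbered 1330 with DESeq2 and 1309 without a low-count filter. With single libraries left out, 126 to 1172 were higher and 40 to 829 lower, the lowest without pharyngeal library 1, which left 1 pharyngeal library. Cldn4 turned to -0.26 with the stricter filter, from 1 pharyngeal library. Foxn1+ against Gcm2+ cells gave 49 and 97 genes with DESeq2, and 236 higher without a low-count filter.

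Ccl21a+ against Tnfrsf11a+ cells gave 26 higher genes with DESeq2 (991 genes with an adjusted p), 338 and 360 genes without a low-count filter, 37 and 30 with the stricter filter, 187 and 258 with the Epcam+ gate, 57 lower ones after thinning, and 0 and 0 without the library block (edgeR, 244 at unadjusted p below 0.05). With single libraries left out, 40 to 152 were higher and 37 to 163 lower. Slbp turned to 0.21 with at least 2 UMIs of the class gene. With an estimated correlation between genes, camera called 4 lists in the unblocked Venus sort and 0 in each of the other tested comparisons and with the block.

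The difference in the share of Ccl21a+ cells, Venus-positive minus Venus-negative, was -2.93 points unthinned, -2.97 with the Epcam+ gate and -0.0897 with the stricter filter. Mean shares unthinned were 3.77% and 6.70% with and without Venus, 20.9% in the pharyngeal and 60.2% in the stromal libraries. With the Epcam+ gate they were 5.41% without Venus and 29.0% in the stromal library. The mean log2 odds ratio of Ccl21a and Tnfrsf11a was 2.40 to 2.78 with single libraries left out. TEC classes made up 24.3% of stromal cells at resolution 2 and 29.3% with the stricter filter.

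Ccl21a-expressing mTEC-like clusters were summed without the Epcam and Foxn1 gate. There 25 of 33 named genes and 11 of 28 lists moved by more than their spread and 3 and 11 stayed. Stromal against embryonic log2 ratios turned for Aire (-1.39), Ccl20 (-0.15), Klk1b26 (-0.10), Krt5 (0.12) and Fgfr2 (0.31). List medians turned for the progenitor-associated (-0.40), keratinocyte (-0.24), claudin (-0.85), parathyroid (0.27), Notch (0.22) and FGF-response (0.32) genes.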

Other observations

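Tests of Aire with depth and doublets and of the share of Ccl21a+ cells were chosen after the results were seen; so was the swap by replicate number. Those of parathyroid genes and of other splits were chosen before. Pth transcripts were spread widely over Venus-negative cells. They were found in 39.1%, 31.5% and 9.92% of Ccl21a+ gated cells of TEC clusters in Venus-negative libraries 1 to 3. Cells with both Ccl21a and Tnfrsf11a are included there. Gated cells of these clusters with Tnfrsf11a and no Ccl21a carried Pth in 52.2%, 39.6% and 4.92%. Other gated cells of these clusters carried Pth in 41.9%, 31.7% and 7.55%, and mesenchyme-like cells in 34.6%, 23.5% and 8.45%. In Venus-positive libraries 1 to 3 Pth was found in 0%, 0% and 2.5% of Ccl21a+ gated cells of TEC clusters.

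Higher parathyroid genes in Ccl21a+ than in Tnfrsf11a+ cells may come from parathyroid cells inside the gate. Mafb, the 1 gene of 4 that could be tested both ways, had a log2 fold change of 0.91 over all gated cells and of 0.302 within TEC clusters. Pth stood at 3849, 5523 and 865.9 CPM in the Ccl21a+ sums of Venus-negative libraries 1 to 3, and at 32.2, 59.5 and 7.52 CPM in Ccl21a+ gated cells of TEC clusters. In 3 of 3 Venus-negative libraries the intervals of the share with Pth in Ccl21a+ TECs and in mesenchyme-like cells met, but so did those of Ccl21a+ and Tnfrsf11a+ TECs. Free RNA of parathyroid cells would reach both classes, so that test cannot tell whether it adds to their difference. How much of Ccl21a itself came with such RNA was not tested.

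The share of Ccl21a+ cells was higher without Venus in 3 of 3 replicate numbers, though not called by the exact test. Cells outside TEC clusters are unlikely to account for it, as the ratio was 1.46 within TEC clusters. With at least 5 UMIs asked of a cell the ratio was 1.87, but that setting kept parathyroid-like cells. In the Venus-negative gate their Ccl21a+ cells had unthinned medians of 43, 22 and 199 Ccl21a UMIs in libraries 1 to 3. That setting thus cannot tell whether free RNA accounts for the difference. Low-quality cells could account for the higher share: with the stricter filter the ratio was 1.02, and the share was higher without Venus in 2 of 3 numbers. Before thinning that filter left 457 of 4571 gated cells in Venus-positive library 2, against 6065 of 6479 in Venus-positive library 1. The share of library 2 there thus rests on few of its cells.

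Aire and Ccl21a were found together in 17 embryonic gated cells against 1.59 expected, in 5 of 6 libraries; Venus-positive library 3 had no such cell. Within UMI quartiles of unthinned cells, where nothing is added to the counts, the mean log2 odds ratio was 3.91 (lowest 3.11), which argues against cell depth as the whole cause, though 2 and 1 cells with both stand behind Venus-positive libraries 2 and 3. Doublets of 2 cells stay open: removing the highest doublet scores took out 0 of the 17 cells, so its value of 4.25, which includes the 0.5 added to each count, tests nothing.

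The 10 splits of the 6 Venus libraries into 3 and 3 cannot give a share under 0.05: the sort called 0 genes without a block (edgeR; 444 at unadjusted p below 0.05; DESeq2 112), and the highest other split called 0, so 10 of 10 splits had as many. With the replicate block the sort called 825 genes, and the 3 other splits that part each pair called 1, 0 and 0. For Ccl21a+ against Tnfrsf11a+ cells, 1 of the 32 swaps of class labels within libraries, the real one, gave as many genes (206; highest other 55). That count takes the 6 libraries as independent. Swapped by replicate number there are 4 arrangements, too few for a share under 0.05 (206; highest other 2).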
